# Midnolin Regulates Liver Cancer Cell Growth In Vitro and In Vivo

**DOI:** 10.3390/cancers14061421

**Published:** 2022-03-10

**Authors:** Soo-Mi Kweon, Gayeoun Kim, Yunseong Jeong, Wendong Huang, Ju-Seog Lee, Keane K. Y. Lai

**Keywords:** midnolin, hepatocellular carcinoma, liver cancer, liver carcinogenesis

## Abstract

**Simple Summary:**

Liver cancer is one of the deadliest cancers worldwide. Discovery of novel genes that contribute to the development of liver cancer will provide new insights for better understanding and treating liver cancer. To this end, we recently discovered that expression of the gene midnolin promotes liver cancer and correlates with poor prognosis in liver cancer patients. Targeting midnolin may be useful in future therapy for liver cancer.

**Abstract:**

Hepatocellular carcinoma (HCC) ranks worldwide as one of the most lethal cancers. In spite of the vast existing knowledge about HCC, the pathogenesis of HCC is not completely understood. Discovery of novel genes that contribute to HCC pathogenesis will provide new insights for better understanding and treating HCC. The relatively obscure gene midnolin has been studied for over two decades; however, its biological roles are largely unknown. Our study is the first to demonstrate the functional significance of midnolin in HCC/cancer: Midnolin expression correlates with poor prognosis in HCC patients, and suppression of midnolin severely inhibits tumorigenicity of HCC cells in vitro and in mice and disrupts retinoic acid/lipid metabolism in these cells.

## 1. Introduction

Primary liver cancer ranks worldwide as the second most common cause of cancer death and seventh most commonly occurring cancer [1]. Hepatocellular carcinoma (HCC) comprises ~75% of primary liver cancer [1]. The multifactorial molecular pathogenesis of HCC contributes to its poor response to conventional chemotherapy [2] and dismal prognosis for patients [3]. Moreover, metabolic reprogramming of HCC cells, such as alterations in glucose metabolism (e.g., up-regulation of glycolysis), lipid metabolism (e.g., up-regulation of lipid synthesis and desaturation), and glutamine metabolism (e.g., up-regulation of glutamine synthesis), can drive tumor proliferation and/or drug resistance, thereby also contributing to extremely poor patient prognosis and response to chemotherapy [4,5]. Despite such extensive knowledge about HCC, the pathogenesis of HCC remains to be fully understood. Uncovering novel genes that promote HCC should yield greater understanding of and improved clinical treatments for HCC.

We have previously observed, in novel p300 S89A knock-in mice that displayed enhanced Wnt/CBP/beta-catenin signaling [6], that major metabolic defects existed and midnolin was one of the most significantly differentially expressed genes in livers [7], pointing to a role for midnolin in liver disease. Midnolin, named based on its pattern of expression in mouse embryo midbrain and localization to the nucleolus, was first identified as a potential regulator of neurogenesis-related genes more than 20 years ago by Tsukahara et al. [8]. In addition to having been reported to be highly expressed in E12.5 mouse midbrain, midnolin was reported to be variably expressed in adult mouse heart, brain, spleen, lung, liver, skeletal muscle, kidney, and testis [8]. Initially, midnolin was reported to be localized in the nucleolus and nucleus but not cytoplasm and was purported to contain a C-terminal nucleolar localization signal [8]. Subsequently, midnolin has been reported to be localized in the nucleus (but not nucleolus) and cytoplasm in pancreatic beta cells [9], and in the nucleus and intracellular membranes and possibly in the cytoplasm of PC12 cells [10]. Besides its potential role as a regulator of neurogenesis, midnolin has been reported to potentially serve as: a transcription factor regulating development via control of mRNA transport [11]; a binding partner and negative regulator, via its ubiquitin-like domain, of glucokinase enzyme in pancreatic beta cells [9]; and a regulator of parkin expression and a marker associated with Parkinson’s disease [10]. Midnolin expression has been reported to be induced by NGF (via ERK1/2 and ERK5) and cAMP signaling [10].

Although midnolin has been studied for over two decades, its biological roles, especially in liver and cancer, are largely unknown. Therefore, we investigated the function of midnolin in HCC. Our study is the first to demonstrate the functional significance of midnolin in HCC/cancer: Midnolin expression correlates with poor prognosis in HCC patients, and suppression of midnolin severely inhibits tumorigenicity of HCC cells in vitro and in mice and disrupts retinoic acid/lipid metabolism in these cells.

## 2. Materials and Methods

### 2.1. Cell Culture and Lentiviral Transduction of shRNAs

Mouse hepatocellular carcinoma cell line Hepa1-6 cells were purchased from ATCC (Manassas, VA, USA). Cells were grown and cultivated in Dulbecco’s Modified Eagle Medium (DMEM) with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin unless otherwise indicated. Cells were maintained in a humidified incubator at 37 °C with 5% CO_2_. Mouse midnolin shRNA plasmids (TL509212), mouse midnolin Open Reading Frame (ORF) clone (MR208176L4), and human midnolin ORF clone (RC210528L4) were purchased from OriGene Technologies (Rockville, MD, USA). Lentiviral particles were prepared by Gene Editing and Viral Vector Core at City of Hope (Duarte, CA, USA) and were used to transduce cells. At 48 h after transduction, cells were replenished with fresh culture medium including puromycin and selected for 7–10 days with change of fresh medium at regular intervals. For isolation of single-cell-derived colony from puromycin selected cells, a limiting dilution of cells was performed to seed into 96-well plate. Once colony formation was observed under microscope, each colony of cells was transferred into larger well size plate and expanded to produce cell stocks that were frozen and could be used in further experiments. mRNA expression of midnolin in each colony was evaluated by RT-qPCR.

### 2.2. Reverse Transcription Quantitative Polymerase Chain Reaction (RT-qPCR)

Total mRNA from cells was extracted by using TRIzol reagent according to the manufacturer’s protocol (ThermoFisher Scientific; San Diego, CA, USA). cDNAs were synthesized by using qScript cDNA Synthesis Kit (Quantabio; Beverly, MA) and used as templates for qPCR with SYBR Green detection method. The sequences of each qPCR primer used in this study were as follows: midnolin (mouse) forward 5′-GTTGTCCCAACGCCTCAAAG-3′, reverse 5′-CAAGGCTTGCATAACGGACTG-3′; midnolin (human) forward 5′-AGAAACGGCTCCGTAGAAAGG-3′, reverse 5′-GACTTGATGTCAGGGTTGACTTC-3′; Gapdh forward 5′-GGTGCTGAGTATGTCGTGGA-3′, reverse 5′-ACAGTCTTCTGGGTGGCAGT-3′; Acsl1 forward 5′-TCCATGCAGTCAGTGGAAATAG-3′, reverse 5′-TTGGCTTCCGAGAACCTAAAC-3′; Aldh1a1 forward 5′-GGAATACCGTGGTTGTCAAGCC-3′, reverse 5′-CCAGGGACAATGTTTACCACGC-3′; Lpl forward 5′-CGGTAACGGGAATGTATGAGAG-3, reverse 5′-GCCAGCTGACACTGGATAAT-3; Lrp1 forward 5′-CGAGAGCCTTTGTGCTGGATGA-3′, reverse 5′-CGGATGTCCTTCTCAATGAGGG-3′; Rbp1 forward 5′-GGATGGTGACAAACTCCAGTGTG-3′, reverse 5′-CAGATCACACCCTCAGCTCTCA-3′; Stra6 forward 5′-GCTGTCTTTGTGGTCCTCTT-3′, reverse 5′-AGGGTAATAGAGGGCTGGATAG-3′; and Ttr forward 5′-CTCGCTGGACTGGTATTTGT-3′, reverse 5′-AGGATCCCTCAGAGGTCTTT-3′.

### 2.3. Cell Proliferation Assay and Colony Formation Assay

For cell proliferation assay, 1.5 × 10^5^ cells were seeded per well of 6-well plate in triplicate. At each time point, cells were trypsinized, and the number of viable cells was counted by automated cell counter Bio-Rad TC20 (Hercules, CA, USA). For colony formation assay, 500–1000 cells were seeded in 6-well plate in triplicate and grown for 10–14 days with cell culture medium refreshed every 2–3 days. On the last day, cells were fixed with 100% methanol for 20 min, washed with water, and incubated with crystal violet solution (0.5% crystal violet in 25% methanol, *w*/*v*) for 5 min at room temperature. Excessive crystal violet solution was rinsed off with water, and stained cells were dried overnight. Entire image of stained cells was visualized by ChemiDoc imaging system (Bio-Rad; Hercules, CA, USA), and cells were observed and colonies counted with bright field microscope.

### 2.4. Orthotopic Transplantation of Hepa1-6 Cells into Mice

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at City of Hope (Duarte, CA, USA). Immune-competent C57BL/6J male mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) and used for experiments at age 6–8 weeks. Mice were randomly assigned into experimental groups. On the day of orthotopic transplantation, 2 × 10^6^ Hepa1-6 midnolin knockdown cells (sh1) or scramble (scr) control cells were prepared in 50 uL of ice-cold PBS per mouse. Then, under anesthesia, each mouse was injected with sh1 cells or scr control cells into the left lobe of liver. At 6 weeks after injection, mice were euthanized and liver tissues were collected and processed for H&E staining. H&E-stained slides were scanned, and selected representative areas were visualized and captured with NDP.view2 software (U12388-01).

### 2.5. RNA Sequencing and Analysis

For RNA sequencing (RNA-seq), total RNA from cells was extracted using Quick RNA miniprep kit from Zymo Research (Irvine, CA, USA) and sent to Integrative Genomics Core at City of Hope (Duarte, CA, USA) for subsequent preparation of an RNA-seq library, sequencing, and analysis. Briefly, RNA-seq libraries were prepared with Kapa RNA HyperPrep kit with RiboEase (Kapa Biosystems, Wilmington, MA, USA, Cat KR1351) according to the manufacturer’s protocol. All library samples were validated with the Agilent Bioanalyzer, quantified with Qubit, and sequenced on Illumina HiSeq 2500 (San Diego, CA, USA) with single-read mode/50 million depths. For identifying differentially expressed genes (DEGs) based on RPKM (Reads Per Kilobase of transcript, per Million mapped reads), the RNA-seq reads were aligned to mm10 genome assembly using Tophat2 (v2.0.8) with default settings. Then, the gene expression levels were counted to obtain raw counts with HTSeq (v0.11.2) against RefSeq Genome Reference Consortium Mouse Build 38 annotation. The count data were normalized using the trimmed mean of M values (TMM) method, implemented in the Bioconductor package edgeR (v.3.30.3) to obtain the normalized RPKM value. Genes were considered differentially expressed between knockdown (sh1 and sh2) samples and scramble (scr) control samples if absolute fold change was ≥1.5, FDR < 0.05, and at least one sample had RPKM > 1. Then, the number of up-regulated DEGs was further stringently reduced using the criterion of RPKM ≥ 20 for the mean of all knockdown (sh1 and sh2) samples, whereas the number of down-regulated DEGs was further stringently reduced using the criterion of RPKM ≥ 20 for the mean of all scr control samples. To create heatmaps with selected genes of interest, the values of RPKM in all samples for each gene were visualized using percent scale.

### 2.6. Bioinformatics Analysis of Data from Hepatocellular Carcinoma Patient Cohorts

Transcriptomic and clinical data from primary hepatocellular carcinoma (HCC) were obtained from Gene Expression Omnibus database (GSE16757 for Korea, GSE54236 for Modena, and GSE22058 for University of Hong Kong (UHK) [12,13,14]). RNA sequencing and clinical data from The Cancer Genome Atlas Liver Hepatocellular Carcinoma (TCGA-LIHC) cohort were obtained from The Human Protein Atlas (https://www.proteinatlas.org/ENSG00000167470-MIDN/pathology/liver+cancer) (accessed on 22 May 2021). Whereas the TCGA cohort was dichotomized by median value of midnolin expression, the rest of the other cohorts (Korea, Modena, and UHK) were dichotomized by 40th percentile cutoff.

### 2.7. Statistical Analysis

Numerical data were expressed as means ± SD. Statistical significance of difference was assessed by the Student’s *t*-test (two-tailed). *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Suppression of Midnolin Reduces Tumorigenicity of Liver Cancer Cells

To investigate the role of midnolin in liver cancer cells, we generated clones of Hepa1-6 cells with stable knockdown of midnolin (sh1 to sh5) versus stable expression of scramble (scr) control, via lentivirus transduction followed by selection of single cells by limiting dilution. Knockdown clones sh1 to sh5 showed suppression of midnolin ranging from 34% to 85% versus scr control clone, as assessed by RT-qPCR (Figure 1A, left). Given that the parameters of cell growth and colony formation are known to be correlated with tumorigenicity, we chose clones sh1 and sh2, which exhibited strong suppression of midnolin, to assess the effect of such suppression on these parameters as a readout for tumorigenicity. We found that cell growth of sh1 and sh2 was reduced by ~40% and ~60%, respectively, at 3 days post plating of cells versus scr control, as assessed by cell counting (Figure 1A, center). Colony formation was dramatically suppressed with sh1 and sh2 compared to scr control (Figure 1A, right). Hence, we concluded that suppression of midnolin reduces the tumorigenicity of liver cancer cells.

### 3.2. Exogenous Expression of Midnolin Rescues Tumorigenicity of Liver Cancer Cells

To confirm the specificity of midnolin knockdown-mediated suppression of colony formation, we tested whether exogenous expression of mouse midnolin (mMidn) and human midnolin (hMIDN) (which show ~82% identity at the mRNA level and ~84% identity at the protein level) in Hepa1-6 knockdown cells would rescue such suppression of colony formation. To do so, we first transduced sh1 (clone with stable midnolin knockdown) with lentivirus expressing mMidn, hMIDN, or scr control to generate respective groups of pooled cells, i.e., psh1 + mMidn, psh1 + hMIDN, psh1 + scr. After confirming that psh1 + mMidn and psh1 + hMIDN exhibited up-regulation of midnolin (Figure 1B, left and center) compared with control (psh1 + scr), we subjected these different groups of cells to the colony formation assay. We found that exogenous expression of mMidn or hMIDN in knockdown cells rescued suppressed colony formation when compared with control (psh1 + scr) (Figure 1B, right).

### 3.3. Suppression of Midnolin Prevents Liver Tumor Formation in Mice

We next tested the in vivo effect of midnolin knockdown on liver tumorigenesis. Immune-competent C57BL/6J mice were orthotopically transplanted with sh1 (stable midnolin knockdown) or scr control cells and euthanized 6 weeks later. All mice with scr control transplantation developed conspicuous liver tumors, whereas no mice transplanted with sh1 had visible tumors (Figure 1C, left and Figure S1). Histologic sections from livers transplanted with scr control showed obvious involvement by HCC, whereas those from livers transplanted with sh1 showed no evidence of involvement by malignancy (Figure 1C, right). These in vivo results are consistent with our in vitro results, which showed that suppression of midnolin inhibits, whereas rescue of midnolin restores, colony formation/tumorigenicity, demonstrating the importance of midnolin in liver tumorigenesis in vivo.

**Figure 1:**
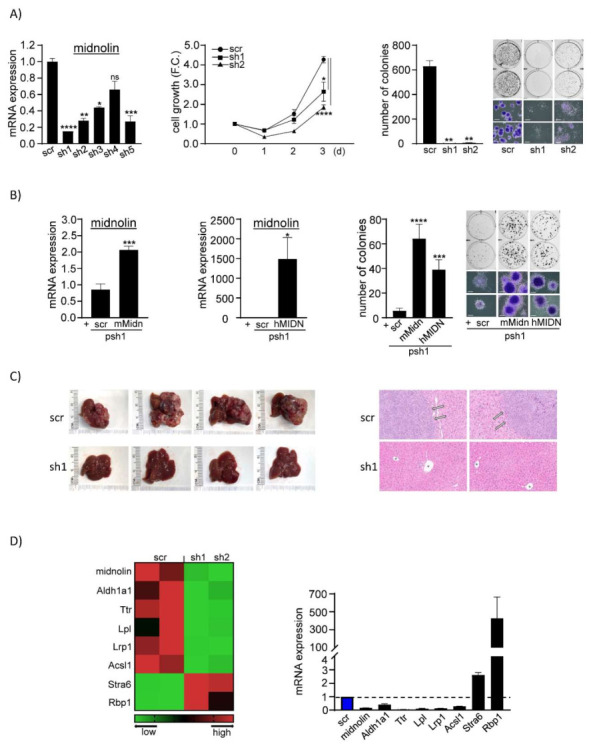
Midnolin expression is correlated with cell proliferation and tumor formation. (**A**) **Left**, mRNA expression of midnolin in clones of Hepa1-6 cells with stable knockdown of midnolin (sh1 to sh5) versus stable expression of scramble (scr) control, which were generated by lentivirus transduction of shRNA versus scr control, respectively (two-tailed *t*-test, each knockdown clone versus scr control clone, *n* = 3). **Center**, Cell proliferation assay with Hepa1-6 midnolin knockdown cells (sh1 and sh2) versus scr control cells for 3 days total (two-tailed *t*-test, each knockdown clone versus scr control clone, *n* = 3). F.C. = fold change. **Right**, Colony formation assay with Hepa1-6 midnolin knockdown cells (sh1 and sh2) versus scr control cells (two-tailed *t*-test, each knockdown clone versus scr control clone, *n* = 3). Cells were stained with crystal violet and visualized with ChemiDoc and light microscope (4× magnification, scale bar = 500 um). (**B**) Rescue of Hepa1-6 midnolin knockdown cells (sh1) by exogenous expression of mouse midnolin (mMidn) or human midnolin (hMIDN) via lentivirus transduction. **Left and Center**, mRNA expression of midnolin in Hepa1-6 midnolin knockdown cells (sh1), which were transduced with lentivirus expressing mMidn, hMIDN, or scr control to generate respective groups of pooled cells, i.e., psh1 + mMidn, psh1+hMIDN, psh1 + scr (two-tailed *t*-test, psh1 + mMidn or psh1 + hMIDN versus control psh1 + scr, *n* = 3). **Right**, Colony formation assay with each group of rescued cells versus control cells (two-tailed *t*-test, psh1 + mMidn or psh1 + hMIDN versus control psh1 + scr, *n* = 3). Cells were stained with crystal violet and visualized with ChemiDoc and light microscope (4× magnification, scale bar = 500 um). (**C**) Orthotopic transplantation of Hepa1-6 midnolin knockdown cells (sh1) versus scr control cells into the livers of immune-competent C57B/6J mice. **Left**, Gross examination reveals tumor formation in the livers of mice orthotopically transplanted with Hepa1-6 scr control cells versus no tumor formation in the livers transplanted with midnolin knockdown cells (sh1). **Right**, Representative images of H&E staining of liver tissues from mice orthotopically transplanted with Hepa1-6 midnolin knockdown cells (sh1) versus scr control cells. Histologic sections from livers transplanted with scr control cells show involvement by hepatocellular carcinoma: The tumor grows in sheets (block arrows) and is characterized by epithelioid cells with vesicular nuclei, irregular nuclear contours, occasional prominent nucleoli, containing scant-to-moderate amphophilic cytoplasm, and exhibiting an increased nucleus:cytoplasm ratio and increased cellular density, whereas the background, non-neoplastic hepatocytes contain regular, round nuclei and abundant eosinophilic cytoplasm. Histologic sections from livers transplanted with knockdown cells (sh1) show normal hepatic parenchyma with retained lobular architecture and scattered portal tracts (*) harboring their usual structures, including portal veins and interlobular bile ducts, with no evidence of involvement by malignancy. H&E-stained slides were scanned, and selected representative areas were visualized and captured with NDP.view2 software (U12388-01) (20× magnification, scale bar = 100 um). (**D**) Analysis of differentially expressed genes (DEGs) by RNA-seq and RT-qPCR in Hepa1-6 midnolin knockdown cells (sh1 and sh2) versus scr control cells. **Left**, Partial heatmap derived from RNA-seq analysis of sh1 and sh2 versus scr control cells. **Right**, Validation of RNA-seq data by RT-qPCR with specific pairs of primers for each gene of interest. mRNA expression of each gene of interest in sh1 versus scr control cells (with scr control cell mRNA expression designated as 1 (=100%) as indicated by dotted line). Representative data from 3 independent experiments (*n* = 3). Numerical data were expressed as means ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, and ns (not significant).

### 3.4. Midnolin Knockdown-Mediated Disruption of Retinoic Acid/Lipid Metabolism

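Hepa1-6, an established mouse hepatoma line, was profiled by RNA-seq after ribosomal RNA depletion, and the authors deposited 6 libraries. One came from parental cells (wt), 2 from scr control cells (replicates 25-2 and 50-1) and 3 from midnolin knockdown cells (replicates 25-3, 50-2 and 50-5). For 25078 genes they deposited the reads counted per gene, without normalization, and RPKM values scaled by the TMM method of edgeR. The labels of the libraries do not name the clones. For all 1325 genes of Table S1 that could be matched by name, the sh1 column equalled the RPKM of knockdown library 50-2, the sh2 column that of knockdown library 25-3, and the scr columns those of scr 25-2 and scr 50-1. Knockdown library 50-5 and the wt library are not in Table S1, and the paper does not say whether they entered its comparison. Whether the 2 scr libraries came from separate clones is not stated in the labels. Between 25586301 and 33119710 reads per library were counted on genes. The targeted gene, Midn (chromosome 10 of mm10, 80148272 to 80158368), had an RPKM of 59.6 in scr 25-2 and 50.8 in scr 50-1, against 21.8 in the sh1 library and 20.3 in the sh2 library. This was a log2 fold change of -1.41 (standard error 0.163, FDR 0.0380, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 against 2 libraries). In the libraries that are not in Table S1, Midn had an RPKM of 22.1 in knockdown 50-5 and 60.5 in wt. With each of the 4 libraries left out in turn, the log2 fold change of Midn stayed between -1.52 and -1.28. The FDR of Midn was 0.0525 when the sh1 library was replaced by knockdown 50-5.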

To gain insight into the mechanism by which midnolin regulates liver tumorigenesis, we performed RNA-seq on sh1 and sh2 (with stable midnolin knockdown) versus scr control. 

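The sh1 and sh2 libraries were compared with both scr libraries over the 11482 genes with an RPKM over 1 in at least 1 of these 4 libraries. At an FDR under 0.05 and an absolute fold change of at least 1.5, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment gave 346 differentially expressed genes, 208 up-regulated and 138 down-regulated. An unadjusted p under 0.05 was reached by 2845 genes. When knockdown library 50-5, which is not in Table S1, was added to the knockdown group, the same test gave 1230 genes, 625 up-regulated and 605 down-regulated, and these included 333 of the 346. When the wt library was added to the controls as well, there were 1648 genes, 821 up-regulated and 827 down-regulated. The knockdown pair of 25-3 and 50-5 gave 131 genes and the pair of 50-2 and 50-5 gave 259. On the 4 libraries of Table S1, the alternatives that moved the count most were DESeq2, which gave 1798 genes, and a linear model on log2 RPKM without variance moderation, which gave 0, with 2032 genes at an unadjusted p under 0.05. A quasi-likelihood fit with the 25 or 50 of the labels as an added term, chosen after seeing the values, also gave 0, with 2495 genes at an unadjusted p under 0.05. The same term over all 3 knockdown and both scr libraries, set beforehand, gave 807 genes. In simulated data with 2 libraries per group, the quasi-likelihood test called 801 of 2000 changed genes, and 13.78% of its calls were of unchanged genes.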

Initial analysis of RNA-seq data showed that a total of 1327 genes (703 genes up-regulated, 624 genes down-regulated) were differentially expressed in knockdown cells (sh1 and sh2) compared to scr control, using absolute 1.5-fold cutoff (FDR < 0.05) (Table S1). To arrive at a more robust set of DEGs, the number of up-regulated DEGs was further stringently reduced using the criterion of RPKM ≥20 for the mean of all knockdown samples, whereas the number of down-regulated DEGs was further stringently reduced using the criterion of RPKM ≥20 for the mean of all scr control samples. Thus, the number of DEGs was reduced to a total of 489 genes (234 genes up-regulated, 255 genes down-regulated; see Table S1), and IPA canonical pathway analysis was subsequently performed on this set of DEGs (Figure S2). 

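Of the 346 differentially expressed genes in the 4 libraries of Table S1, 140 met the criterion of a mean RPKM of at least 20. They were 65 up-regulated genes, judged on the mean of the sh1 and sh2 libraries, and 75 down-regulated genes, judged on the mean of the scr libraries. With knockdown library 50-5 included, 499 genes met it, 233 up-regulated and 266 down-regulated. With the wt library also added to the controls in the test, 599 genes met it, 272 up-regulated and 327 down-regulated. Without the sh1 library, the remaining pair of knockdown libraries gave 46 such genes, and without the sh2 library it gave 109.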

We found that some of the most highly differentially expressed genes are involved in retinoic acid metabolism or lipid metabolism (Figure 1D, left). 

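Among the 75 down-regulated genes with a mean RPKM of at least 20, ordered by fold change in the 4 libraries of Table S1, Ttr ranked 1, Lpl 11, Lrp1 12, Acsl1 16, Aldh1a1 25 and Midn 47. Among the 65 up-regulated genes, Stra6 ranked 33. Without the RPKM criterion, Ttr ranked 5 and Aldh1a1 68 of 138 down-regulated genes, and Stra6 ranked 160 of 208 up-regulated genes. By a rule set before the data were examined, the 5 genes with the largest changes in each direction were also taken from those in which all 3 knockdown libraries lay beyond both scr libraries. In the upward direction these included Pnma5, Tff1, Renbp and Eprn. Pnma5, Tff1 and Renbp had at most 3 counts in both scr libraries, so only lower bounds of their log2 fold changes can be given, which were 11.00, 8.29 and 8.14. Eprn had a log2 fold change of 8.69 (standard error 0.609), with 7 counts in scr 25-2 and 1 in scr 50-1. This value depended on the scr library, at 10.6 without scr 25-2 and 7.91 without scr 50-1. Eprn had 67 counts in the wt library, which is not in Table S1. In the downward direction the genes were Ttr, Gprc6a, Glod5, Lbp and Tmprss2. Their log2 fold changes, Ttr aside, were -5.85 for Gprc6a (standard error 0.343), -5.53 for Glod5 (0.712), -5.19 for Lbp (0.505) and -4.74 for Tmprss2 (0.617). Tmprss2 lies on chromosome 16 in a window of 10 Mb whose genes had a median log2 fold change of -0.78, and its log2 fold change was -3.96 after that median was taken out. With knockdown 50-5 in place of the sh1 library, Gprc6a, Glod5, Lbp and Tmprss2 were not called by the same test, and with it in place of the sh2 library Glod5 was not called. The falls were not smaller with 50-5 in place of the sh1 library. The log2 fold changes were then -6.37 for Gprc6a, -7.15 for Glod5, -5.66 for Lbp and -4.76 for Tmprss2. Each of these 4 genes had its lowest RPKM in 50-5 (0.0846, 0.315, 1.72 and 1.63 in this order).

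**Figure D1:**
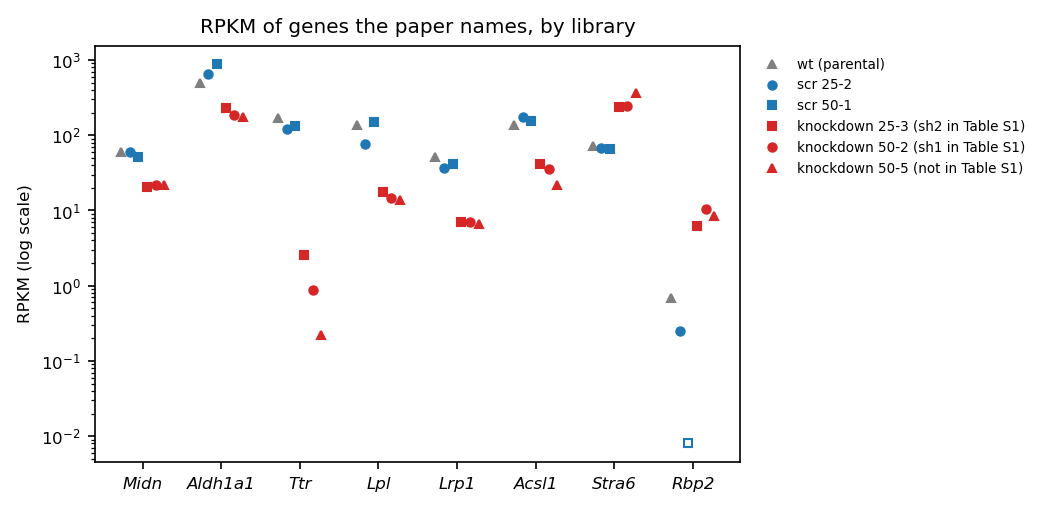
RPKM of genes that the paper names in each of the 6 libraries, on a log scale. Each point is 1 library, coloured by condition, and the open square of Rbp2 at the bottom stands for scr 50-1, which had 0 counts. The knockdown points of Midn lie between 20.3 and 22.1, and the points of the scr and wt libraries between 50.8 and 60.5.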

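Aldh1a1 (chromosome 19 of mm10, 20492583 to 20643463) had a mean RPKM of 758.2 ± 163 (SD, n = 2 libraries) in scr control cells and 209 ± 30.2 (SD, n = 2) in the sh1 and sh2 libraries. Its log2 fold change was -1.88 (standard error 0.231, FDR 0.0407, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries that are not in Table S1, its RPKM was 177 in knockdown 50-5 and 491 in wt, the latter 64.8% of the scr mean. Ttr (chromosome 18, 20665250 to 20674326) fell from a mean RPKM of 125 ± 8.31 (SD, n = 2) in scr control cells to 1.74 ± 1.21 (SD, n = 2), with 35 counts in the sh1 library and 100 in the sh2 library. The log2 fold change of Ttr was -6.19 (standard error 0.582, FDR 0.0294 from the same test), and Ttr had 9 counts in knockdown 50-5 and 5413 in wt, neither of which is in Table S1. Genes in the same window of 10 Mb as Ttr had a median log2 fold change of -0.33. Over all 3 knockdown libraries and both scr libraries, the log2 fold change was -1.95 for Aldh1a1 and -6.68 for Ttr. With knockdown 50-5 in place of the sh1 library, the FDR was 0.0548 for Aldh1a1 and 0.0780 for Ttr in the edgeR quasi-likelihood test.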

Among the most down-regulated genes in midnolin knockdown cells, as confirmed by RT-qPCR (Figure 1D, right), were Aldh1a1 (−60%) which converts retinaldehyde (derived from retinol) to retinoic acid [15], and Ttr (−96%) which transports retinol in blood [16]. In stark contrast to this observed insufficiency in retinoid signaling, we found that Stra6, which transports retinol across the cell membrane and transfers retinol to cellular retinol-binding protein Rbp1 [16], as well as Rbp1, which delivers retinol to downstream metabolizing enzyme [16], were among the most up-regulated genes (1.6-fold and 425-fold, respectively) in midnolin knockdown cells. 

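Stra6 (chromosome 9 of mm10, 58129088 to 58153997) rose from a mean RPKM of 65.7 ± 1.43 (SD, n = 2 libraries) in scr control cells to 239 ± 6.21 (SD, n = 2) in the sh1 and sh2 libraries. This was a log2 fold change of 1.85 (standard error 0.142, FDR 0.0248, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries that are not in Table S1, the RPKM of Stra6 was 370 in knockdown 50-5 and 72.4 in wt. Over all 3 knockdown libraries and both scr libraries, its log2 fold change was 2.09. With knockdown 50-5 in place of the sh1 library, the FDR of Stra6 in the edgeR quasi-likelihood test was 0.0509.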

We hypothesize that such up-regulation may be an upstream compensatory response to the observed insufficiency in retinoid signaling. Furthermore, hepatic Lpl, which supports clearance of blood triglyceride [17], Lrp1, which participates in uptake by liver of chylomicrons and very low-density lipoproteins from blood [18], and Acsl1, which activates long-chain fatty acids and facilitates lipid biosynthesis [19], were highly down-regulated (−90%, −87%, and −70%, respectively) in midnolin knockdown cells. Indeed, dysregulation of Aldh1a1 [20], Ttr [21], Rbp1 [22], Lpl [23], Lrp1 [24], and Acsl1 [25] in HCC has previously been reported. 

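Lpl (chromosome 8 of mm10, 68880555 to 68906932) had an RPKM of 76.9 in scr 25-2 and 148 in scr 50-1, and 14.8 in the sh1 library and 17.4 in the sh2 library. Its log2 fold change was -2.82 (standard error 0.367, FDR 0.0430, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between -3.21 and -2.28 with each library left out in turn. Lrp1 (chromosome 10, 127538158 to 127621148) fell from a mean RPKM of 39.1 ± 3.81 (SD, n = 2 libraries) to 7.00 ± 0.0889 (SD, n = 2), a log2 fold change of -2.50 (standard error 0.155, FDR 0.0198 from the same test). Acsl1 (chromosome 8, 46471037 to 46536051) fell from 165 ± 13.9 (SD, n = 2) to 38.4 ± 3.44 (SD, n = 2), a log2 fold change of -2.12 (standard error 0.167, FDR 0.0260 from the same test). The windows of 10 Mb that hold Lpl, Acsl1 and Lrp1 had median log2 fold changes of -0.47, -0.45 and -0.23, and the genes' own log2 fold changes were -2.35, -1.67 and -2.26 after these medians were taken out. In knockdown 50-5, which is not in Table S1, the RPKM was 13.7 for Lpl, 6.67 for Lrp1 and 22.1 for Acsl1. The wt library, also not in Table S1, had 135 for Lpl, 51.1 for Lrp1 and 138 for Acsl1. Over all 3 knockdown libraries and both scr libraries, the log2 fold changes were -2.89, -2.52 and -2.34 for Lpl, Lrp1 and Acsl1. With knockdown 50-5 in place of the sh1 library, the FDR was 0.0548 for Lpl and 0.0623 for Acsl1 in the edgeR quasi-likelihood test. From the lower Aldh1a1 and Ttr the paper reasons that retinoid signaling was insufficient, and it proposes that the higher Stra6 may be a compensatory response upstream.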

Given the important role of retinoic acid metabolism [26] and that of lipid metabolism [27] in regulating cell growth/transient amplification of cells and differentiation in cancer, we propose that midnolin knockdown-mediated disruption of such metabolic pathways may explain the observed reduction in tumorigenic potential of midnolin knockdown cells in vitro and in mice.

### 3.5. Midnolin Expression Correlates with Poor Prognosis in HCC Patients

In addition, we assessed the clinical relevance of midnolin expression in four independent HCC patient cohorts (Korea, Modena, University of Hong Kong (UHK), and The Cancer Genome Atlas (TCGA)) [12,13,14] (Figure 2). When patients were dichotomized by midnolin expression level, we found that high expression of midnolin is significantly associated with poor overall survival. In good agreement with this, high midnolin expression is also significantly associated with poor relapse-free survival in two HCC patient cohorts. Additional analysis of midnolin expression in HCC tumors, surrounding non-tumor liver tissues, and normal liver in the National Cancer Institute cohort [28,29] showed that midnolin expression is highest in HCC tumors and lowest in normal liver (Figure S3), further suggesting that midnolin expression is associated with HCC.

## 4. Discussion

Midnolin has previously been reported to potentially regulate neurogenesis-related genes [8] and pancreatic beta cell glucokinase activity [9], and possibly be associated with Parkinson’s disease though the data are controversial [10,30,31]. Otherwise, very little is known about midnolin. Using a combination of in vitro/in vivo models and RNA-seq, and identifying midnolin’s significant clinical relevance in HCC, our study is the first to demonstrate a functional role for midnolin in cancer. We found that midnolin expression correlates with poor prognosis in HCC patients, and suppression of midnolin severely inhibits growth of HCC cells in vitro and in mice and disrupts retinoic acid/lipid metabolism in these cells. Further studies are necessary to detail the mechanism by which midnolin metabolically regulates hepatocarcinogenesis. Additionally, given that midnolin expression seems to affect overall survival more in the Asian cohorts (versus Modena cohort) that we analyzed, it is tempting to speculate that midnolin may play more of a role in hepatitis B virus (HBV)-mediated tumorigenesis since HBV infection is the dominant etiology in Asian cohorts. Further studies are needed to clarify this concept.

## 5. Conclusions

Although midnolin has been studied for over two decades, its biological roles are largely unknown. Our study is the first to demonstrate the functional significance of midnolin in HCC/cancer: Midnolin expression correlates with poor prognosis in HCC patients, and suppression of midnolin severely inhibits tumorigenicity of HCC cells in vitro and in mice and disrupts retinoic acid/lipid metabolism in these cells. Targeting midnolin and associated cancer metabolism may be useful in future therapy for HCC.

## Figures and Tables

**Figure 2:**
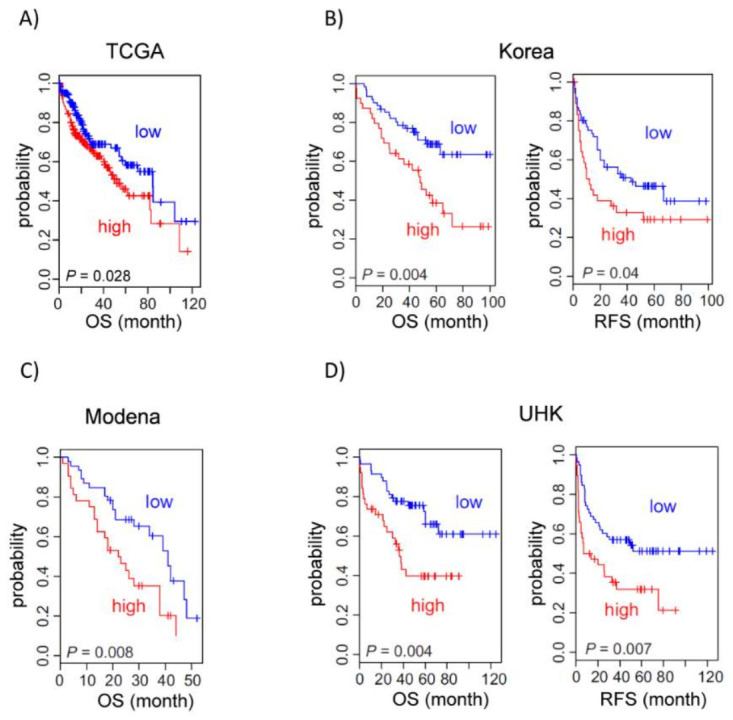
Kaplan–Meier survival curves show that midnolin expression in hepatocellular carcinoma (HCC) correlates with poor patient prognosis. When patients were dichotomized by midnolin expression level in HCC, high expression of midnolin was significantly associated with poor overall survival (OS) and poor relapse-free survival (RFS). (**A**) TCGA data (*n* = 365, median cutoff); (**B**) Korea cohort (*n* = 100, 40th percentile cutoff) [12]; (**C**) Modena cohort (*n* = 76, 40th percentile cutoff) [13]; and (**D**) University of Hong Kong (UHK) cohort (*n* = 96, 40th percentile cutoff) [14].

## Data Availability

RNA-seq data will be made publicly available via NCBI Gene Expression Omnibus (GEO) (accession number GSE197620). Study materials will be made available to other researchers from the corresponding author on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14061421/s1, Figure S1: Analysis of tumor formation by orthotopic transplantation with scr versus sh1 cells; Figure S2: Analysis of gene expression by midnolin knockdown; Figure S3: Expression of midnolin in HCC tumors, surrounding non-tumor liver tissues, and normal liver; Table S1: List of Differentially Expressed Genes.

# Supplementary material for: Midnolin Regulates Liver Cancer Cell Growth In Vitro and In Vivo
**Source:** Cancers (Basel). 2022 Mar 10;14(6):1421. doi: 10.3390/cancers14061421
**Supplement:** Supplementary file 1

## Supplemental Materials

### Supplemental Methods

#### *Bioinformatics Analysis of Data from NCI cohort*

Expression of midnolin from liver tissues was extracted from National Cancer Institute (NCI) cohort from previous studies [1,2]. Data from NCI cohort include gene expression of HCC tumors, matched surrounding non-tumor tissues, and normal liver from healthy individuals. Gene expression data were normalized to normal liver (log2 ratio).

### References

1. Lee, J.S.; Chu, I.S.; Heo, J.; Calvisi, D.F.; Sun, Z.; Roskams, T.; Durnez, A.; Demetris, A.J.; Thorgeirsson, S.S. Classification and prediction of survival in hepatocellular carcinoma by gene expression profiling. *Hepatology* **2004**, *40*, 667-676, doi:10.1002/hep.20375.
2. Lee, J.S.; Heo, J.; Libbrecht, L.; Chu, I.S.; Kaposi-Novak, P.; Calvisi, D.F.; Mikaelyan, A.; Roberts, L.R.; Demetris, A.J.; Sun, Z.; et al. A novel prognostic subtype of human hepatocellular carcinoma derived from hepatic progenitor cells. *Nat Med* **2006**, *12*, 410-416, doi:10.1038/nm1377.

## Supplemental Figures

| Treatment | Animal ID # | Body Weight (g) | Liver (with tumor) Weight (g) | Liver Weight (g) to Body Weight (g) ratio (%) | Tumor Weight (g) | Tumor Length (mm) | Tumor Width (mm) | Tumor Volume (mm <sup>3</sup> ) |
|-----------|-------------|-----------------|-------------------------------|-----------------------------------------------|------------------|-------------------|------------------|---------------------------------|
| scr       | 1           | 21.51           | 2.45                          | 11.4                                          | 1.33             | 19.6              | 8.09             | 641.4                           |
|           | 2           | 20.22           | 3.98                          | 19.7                                          | 2.63             | 24.36             | 17.98            | 3937.6                          |
|           | 3           | 22.04           | 4.03                          | 18.3                                          | 2.55             | 24.85             | 15.51            | 2989.0                          |
|           | 4           | 22.38           | 4.10                          | 18.3                                          | 2.92             | 22.46             | 18.37            | 3789.6                          |
| sh1       | 5           | 24.71           | 1.16                          | 4.7                                           | N.D.             | N.A.              |                  |                                 |
|           | 6           | 25.65           | 1.18                          | 4.6                                           |                  |                   |                  |                                 |
|           | 7           | 23.56           | 1.00                          | 4.2                                           |                  |                   |                  |                                 |
|           | 8           | 26.48           | 1.23                          | 4.6                                           |                  |                   |                  |                                 |

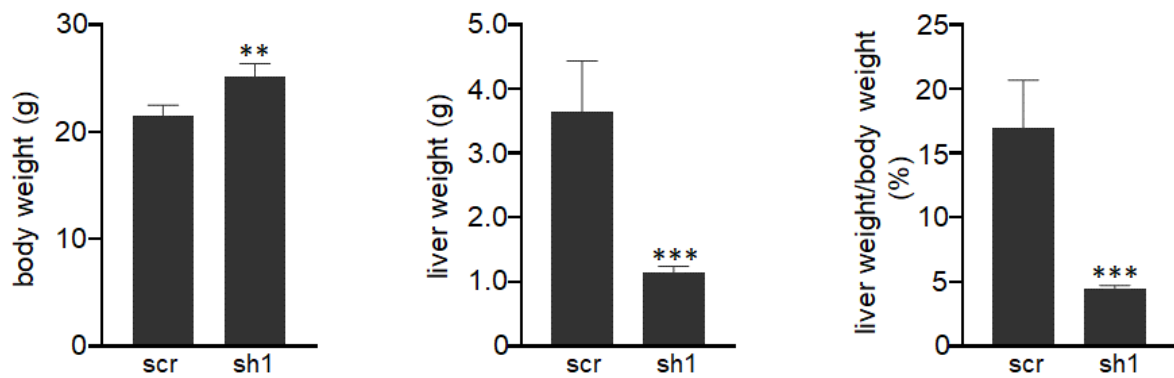

**Figure S1.** Analysis of tumor formation by orthotopic transplantation with scr versus sh1 cells. Body weight, liver weight, tumor weight and volume (if tumor present), and liver weight to body weight ratio for each mouse were assessed for comparison between groups (n=4/group). Numerical data were expressed as means  $\pm$  SD. \*\*P<0.01, \*\*\*P<0.001. N.D. (Not Determined), N.A. (Not Applicable).

A)

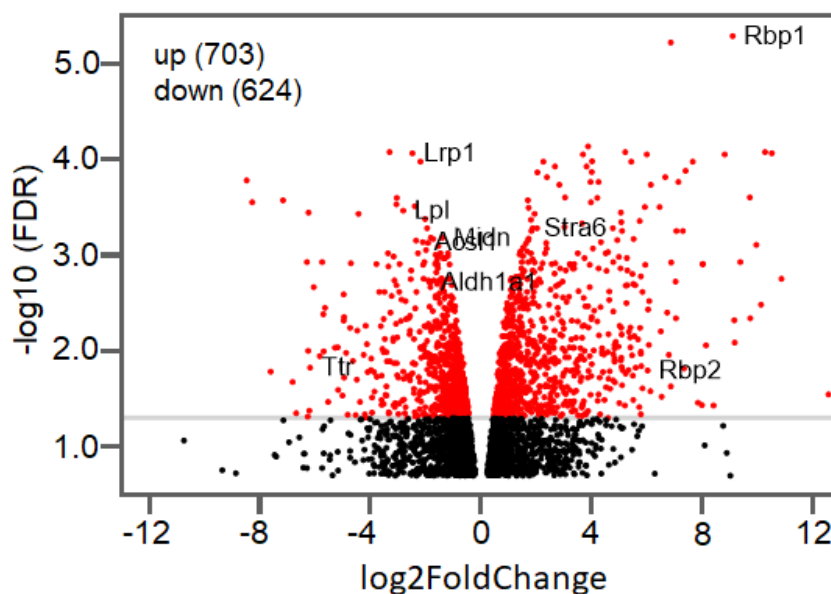

B)

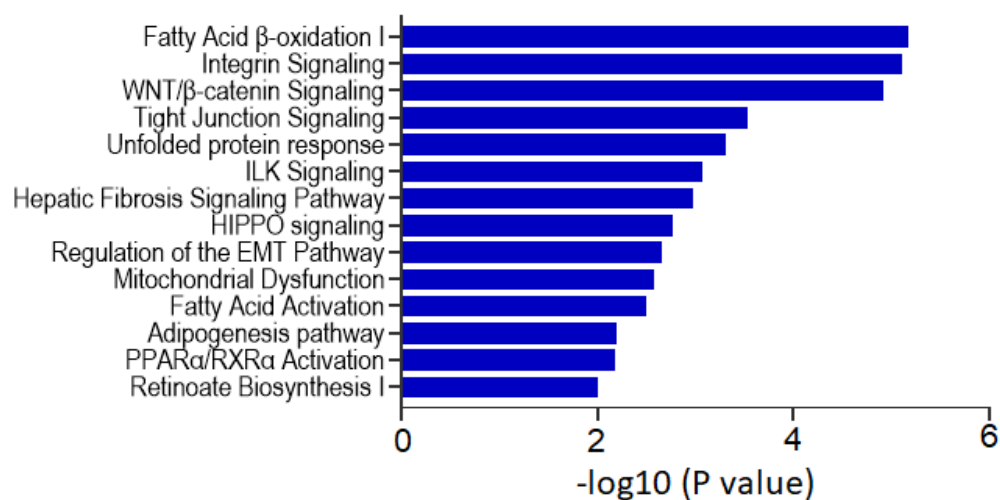

**Figure S2.** Analysis of gene expression by midnolin knockdown. A) Volcano Plot demonstrating differentially expressed genes (DEGs) in sh1 and sh2 midnolin knockdown cells compared to scr control cells (FDR <0.05, absolute fold change  $\geq 1.5$ ). Total 1327 genes were identified as DEGs (703 of up-regulated genes, 624 of down-regulated genes). B) Canonical Pathway analysis by IPA. Threshold value was designated as 1.3, the default value by IPA.

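Of the genes labelled in the volcano plot, Lrp1, Stra6, Acsl1, Ttr, Midn, Aldh1a1 and Lpl passed both thresholds in the sh1 and sh2 libraries against both scr libraries. Rbp2 (chromosome 9 of mm10, 98490537 to 98509771) did not, with a log2 fold change of 5.93 (standard error 1.10) and an FDR of 0.0705 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. It had 5 counts in scr 25-2 and 0 in scr 50-1, against 224 in the sh1 library and 131 in the sh2 library. The log2 fold change of Rbp2 therefore depended on the scr library, at 10.4 without scr 25-2 and 4.97 without scr 50-1. In the libraries that are not in Table S1, Rbp2 had 187 counts in knockdown 50-5 and 12 in wt. With knockdown 50-5 added, the FDR of Rbp2 in the edgeR quasi-likelihood test was 0.0195, and Rbp2 was called in 6 of the 14 alternatives set before the data were examined, over which its FDR ranged from 1.07e-06 to 0.258. On the scale of the plot, the -log10 FDR was 1.70 for Lrp1, 1.61 for Stra6, 1.59 for Acsl1, 1.53 for Ttr, 1.42 for Midn, 1.39 for Aldh1a1, 1.37 for Lpl and 1.15 for Rbp2.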

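Ingenuity's pathway sets are not part of the deposited data and were not used here. In their place, 7 lists of genes written before the data were examined were tested in the sh1 and sh2 libraries against both scr libraries with camera at a preset correlation of 0.01. Of 34 fatty acid oxidation and activation genes tested, 22 were lower, with a median log2 fold change of -0.18 (adjusted p = 0.230, limma's camera with Benjamini-Hochberg adjustment over the 7 lists). Of 26 unfolded protein response genes, 19 were lower, with a median of -0.26 (adjusted p = 0.117, limma's camera). The 21 retinoid metabolism genes, 11 of them lower, had a median of -0.077, and the direction assigned to the list by camera and fry was up (adjusted p = 0.476, limma's camera). Of these 21 genes, 5 are named by the paper from these libraries. No list held at an adjusted p under 0.05 in camera, with the preset or with an estimated correlation. With fry the fatty acid list did (adjusted p = 0.0381, limma), and no other list. When knockdown library 50-5, which is not in Table S1, was added, the unfolded protein response list reached an adjusted p of 0.0261 in camera.

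**Figure D2:**
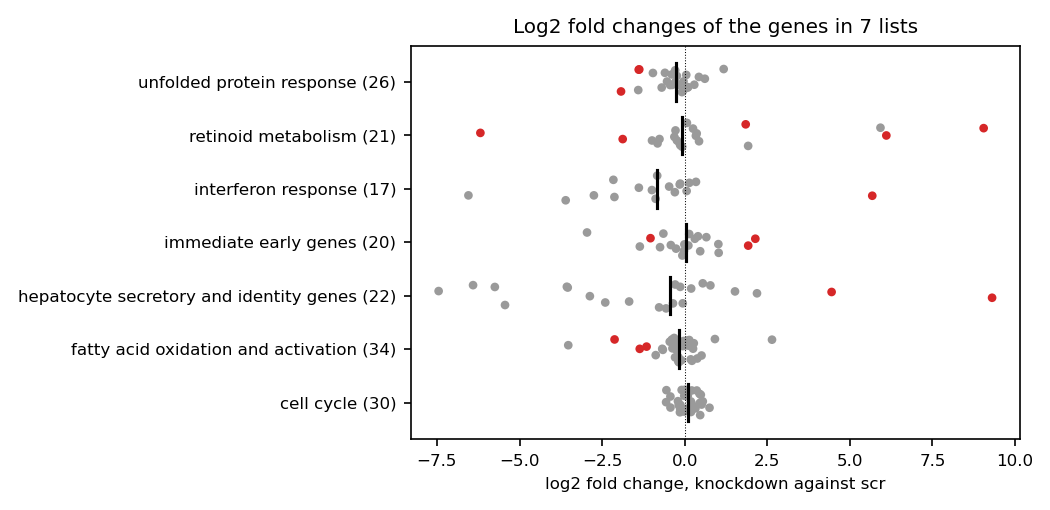
Log2 fold changes of the tested genes of each of the 7 lists, in the sh1 and sh2 libraries against both scr libraries. Each point is 1 gene, red where the gene was called differentially expressed, black bars are the medians of the lists, and the numbers in parentheses are the genes tested. In the hepatocyte list, 1 gene had at most 3 counts in every library of 1 group, so that its point is a fitted value. The medians lie between -0.83 and 0.093.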

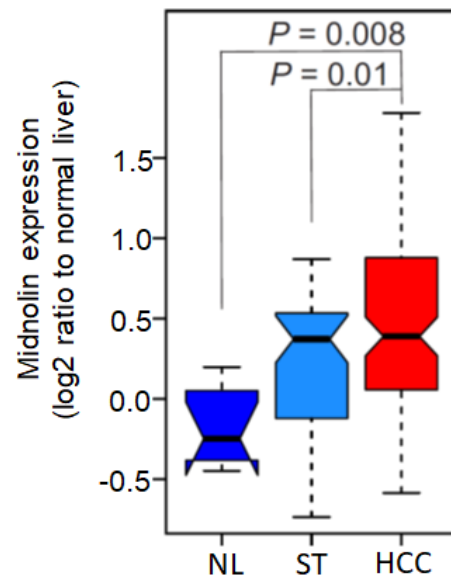

**Figure S3.** Expression of midnolin in HCC tumors, surrounding non-tumor liver tissues, and normal liver. Midnolin expression is highest in HCC tumors and lowest in normal liver in National Cancer Institute cohort. P-values indicate statistical significance from Student t-test. NL, normal liver; ST, surrounding tissues; HCC, hepatocellular carcinoma.

How the deposited data were processed for this re-analysis (not part of the article)

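RNA-seq of Hepa1-6 cells was analysed in 6 libraries, 1 of parental cells (wt), 2 of scr control cells and 3 of midnolin knockdown cells. The authors aligned the reads to mm10 with Tophat2 and counted them per gene with HTSeq against the RefSeq annotation, and they deposited these counts without normalization. The strand setting of the counting is not stated, so genes that overlap or lie antisense to one another, and genes with near-identical copies, have uncertain counts. The authors also deposited RPKM values, which they computed with TMM-scaled library sizes from edgeR. From the values, RPKM was checked to be the count per kilobase of summed exon length divided by 1 constant per library. Each library column of both tables was matched to its sample by its name, and 0 library columns were left unmatched.

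Table S1 gives RPKM values of 2 scr columns, an sh1 column and an sh2 column. Its values were compared with those of every deposited library, and the 4 libraries that they equal were used for the comparison of knockdown with scr control. Knockdown library 50-5 and wt entered only in alternatives, each named where used. The numbers 25 and 50 in the labels of the libraries are not explained in the paper or the labels.

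Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, among genes with an RPKM over 1 in at least 1 compared library. Genes were called at an FDR under 0.05 and an absolute fold change of at least 1.5, as in the paper. The paper's methods do not name the test behind its FDR. Its statistics section gives a two-tailed Student test as a general statement, without saying that it was used for the RNA-seq data or on which scale, and a linear model on log2 RPKM without variance moderation, which equals that test on the log2 scale, was run as an alternative. The stricter set required a mean RPKM of at least 20 over the knockdown libraries for up-regulated genes and over the scr libraries for down-regulated genes. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. Where every library of a group had at most 3 counts, the fold change is given as a lower bound against 3 counts. The genes named in the text are those that the paper names in its RNA-seq results, Fig. 1D and Fig. S2A and, in each direction, the 5 with the largest fold changes among the stricter set for which all 3 knockdown libraries lay beyond both scr libraries. One gene that meets this rule is not reported here.

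Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with fry and an estimated correlation as alternatives. The 7 lists were cell cycle, fatty acid oxidation and activation, hepatocyte secretory and identity genes, immediate early genes, interferon response, retinoid metabolism and the unfolded protein response. They were written from general knowledge before the data were examined, as were the tests, the rule for named genes and the alternatives, except where the text says that an alternative was chosen after seeing the values. The alternatives included DESeq2 1.42.0, other size factors, other filters, limma on log2 RPKM with pseudocounts of 0.1 and 1, other groups of libraries, each library left out in turn, and other RPKM thresholds for the stricter set (10 and 50).

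Total counts were 25586301 in wt, 28782355 and 29764550 in scr 25-2 and 50-1, and 30833140, 32989502 and 33119710 in knockdown 25-3, 50-2 and 50-5. The ribosomal transcript Rn45s took between 10.1% and 13.1% of the counts. Counting error was small beside the differences between libraries of a group, for which edgeR estimated a common biological coefficient of variation of 0.288. The Wilson interval given for a share of genes treats the genes as independent and does not cover differences between libraries. The test was run on simulated counts with the means, dispersions and library sizes of the real data, in 10 sets with 200 changed genes each. With 2 libraries per group it called 801 of 2000 changed genes, and 733 of the 998 that were changed 4-fold, while 128 unchanged genes were called. With 3 knockdown and 2 scr libraries it called 936 of 2000, and with 3 libraries per group 1180 of 2000. With counting error alone, it called 1996 of 2000 with 2 libraries per group.

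The RT-qPCR, cell growth, orthotopic transplantation and patient cohort data were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were handled with pandas 2.3.3.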

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

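The explanations for the third knockdown library, the share of genes in which wt moved with the knockdown libraries, and the simulations in which genes were chosen anew, were tested only after the result was seen. The other tests in this part were written before the data were examined.

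Knockdown library 50-5, which is not in Table S1 and for which the paper shows no values, moved in the same direction as the sh1 and sh2 libraries by at least 1.5-fold in 97.86% (137 of 140) of the genes called with a mean RPKM of at least 20. All comparisons share the same 2 scr libraries, so an unchanged library would also follow them in some genes. Simulated unchanged libraries did so in 0.714% to 5.71% of the genes (95% of 1000 simulations), in up to 7.14% with a dispersion shared across genes of like expression, and in at most 15.6% when the genes were chosen anew in each of 50 simulated data sets. The wt library, measured against the same scr libraries, did so in 35.71% (50 of 140), more than in any of these simulations, which may therefore be too narrow. The shared controls alone do not account for a share as high as that of 50-5. Knockdown of midnolin and a common origin of the knockdown clones remain open and were not separated by these libraries.

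In the same 140 genes, wt lay nearer the mean of the sh1 and sh2 libraries than the mean of the scr libraries in 13.57% (19 of 140, 95% Wilson interval 8.86 to 20.2). Another scr library, simulated for these genes as set beforehand, did so in 0% to 2.14%, and in up to 3.57% with the shared dispersion. When the genes were chosen anew in each simulated data set, which includes the effect of choosing genes by the same scr libraries, the range was 8.69% to 14.4%, though a median of 758 genes was then chosen in place of 140. The simulations of this share thus give opposite answers. By the other measure, wt moved the same way as the sh1 and sh2 libraries by at least 1.5-fold in 35.71% of the genes, beyond every simulation of an unchanged library (0.714% to 6.43% at the depth of wt, up to 7.14% with the shared dispersion and at most 15.6% with the genes chosen anew). This is 1 library in genes chosen by way of the same scr libraries, so it does not decide either, and a wt library that differs from scr only as another scr library would cannot be told apart from one that differs more. Across all genes, the median absolute log2 difference was 0.274 and 0.342 between wt and the scr libraries and 0.323 between the scr libraries. With a single wt library no biological explanation was tested.

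Pnma5, on chromosome X, had the largest rise among called genes with a mean RPKM of at least 20, and the paper does not discuss it. It had 0 and 2 counts in the scr libraries, against 7566 in the sh1 library and 6141 in the sh2 library, a log2 fold change of at least 11.00. It had 4581 counts in knockdown 50-5 and 43 in wt, so it was detected in the parental cells as well. The window of 10 Mb that holds it had a median log2 fold change of -0.37, opposite in direction. Renbp (73922121 to 73930850 on chromosome X) lies in the same window as Pnma5 (73033981 to 73037103). Renbp rose as well, by a log2 fold change of at least 8.14. The window median therefore cannot exclude a change in a smaller region that holds both genes. Exon length (Spearman's rho with log2 fold change across genes, 0.0138) and GC content (0.0523) do not account for changes of this size, and genes are not independent replicates in these correlations. All 346 called genes stayed past the fold change threshold after the trend with exon length was taken out, as did all 343 that had a GC value after the trend with GC content. A different share of ribosomal RNA does not account for them either, since total-count scaling gave 366 calls with Rn45s in the library sizes and 326 without it. Whether the rise of Pnma5 depends on midnolin was not tested.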

How the results depend on the processing

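The numbers of differentially expressed genes depended strongly on the libraries and the test. The first count of each group below is of all called genes with its up- and down-regulated parts, and the second of those with a mean RPKM of at least 20. In the 4 libraries of Table S1 the counts were 346 (208 and 138) and 140 (65 and 75). With all 3 knockdown libraries against 2 scr they were 1230 (625 and 605) and 499 (233 and 266), and with wt added to the controls 1648 (821 and 827) and 599 (272 and 327). DESeq2 gave 1798 (907 and 891) and 726 (367 and 359). With the 25 or 50 in the labels as an added term, over 3 knockdown and 2 scr libraries, they were 807 (419 and 388) and 325 (154 and 171). Without a filter before the test, so that more genes were tested, they were 203 (130 and 73) and 72 (35 and 37). A test against a fold change of 1.5 (glmTreat) gave 140 (101 and 39) and 45 (28 and 17). A linear model without variance moderation gave 0 (0 and 0) and 0 (0 and 0), with 2032 genes at an unadjusted p under 0.05. RLE size factors, total counts, filterByExpr and limma on log2 RPKM gave between 287 and 366 genes. Apart from fewer or more genes and libraries tested, the cause of these changes was not tested.

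Among the fits with 2 of the 3 knockdown libraries that left out 1 replicate, the counts ranged from 131 to 259 genes, 89 to 166 up-regulated and 42 to 93 down-regulated. With a mean RPKM of at least 20, they ranged from 46 to 109, 30 to 58 up-regulated and 16 to 51 down-regulated. The lower value came each time without knockdown 50-2, the sh1 library. Leaving out a scr library leaves 1 in that group, and only fold changes were taken from those fits. At an RPKM threshold of 10, 197 genes met the stricter criterion, 101 up-regulated and 96 down-regulated. At 50, 65 genes did, 29 up-regulated and 36 down-regulated.

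Further fits were chosen after seeing the values. The edgeR likelihood ratio test gave 1404 (709 and 695) and 557 (271 and 286), and the exact test 1350 (691 and 659) and 544 (265 and 279). With wt as a group of its own the counts were 1227 (620 and 607) and 498 (233 and 265), and with 2 scr and wt against the sh1 and sh2 libraries 782 (455 and 327) and 303 (161 and 142). With 2 scr and wt against all 3 knockdown libraries and every deposited gene tested, they were 1467 (767 and 700) and 556 (262 and 294), and with edgeR's robust option as well 1371 (733 and 638) and 524 (251 and 273). With the 25 or 50 in the labels as an added term in the 4 libraries of Table S1, they were 0 (0 and 0) and 0 (0 and 0), with 2495 genes at an unadjusted p under 0.05. In this fit Midn had a log2 fold change of -1.40 (standard error 0.181), against -1.41 (0.163) without the added term. The added term also leaves fewer residual degrees of freedom among the 4 libraries. How far this explains the lack of calls was not tested.

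The direction of the log2 fold change of each of the 16 named genes was the same under each alternative named above. Under the alternatives set beforehand, their calls were lost in 34 cases and gained in 6, and in 8 cases the value without a scr library moved by more than the spread between libraries. Of the lost calls, 15 were in the linear model without variance moderation, 10 in the fit without knockdown 50-2 and 5 in glmTreat. The 6 gained were all of Rbp2. Of the fits of the paragraph above, chosen after seeing the values, the one with 25 or 50 as an added term called none of the 16 genes (Midn, FDR 0.0994), the other 6 called Rbp2, and the one with the robust option did not call Eprn. Midn was called in 11 of 14 alternatives, with an FDR between 1.49e-10 and 0.201.

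The set tests of the gene lists depended on the method. The hepatocyte list, with a median log2 fold change of -0.46, was assigned the opposite direction by fry (adjusted p = 0.981). With fry, the fatty acid list (median -0.18, adjusted p = 0.0381) and the retinoid list (median -0.077, adjusted p = 0.131, with an upward direction in fry and in camera despite the negative median) came under an unadjusted p of 0.05, which they had not with camera. The interferon list (median -0.83, adjusted p = 0.403 with fry) and the unfolded protein response list (median -0.26, adjusted p = 0.238 with fry) no longer did, and with an estimated correlation in camera neither did (adjusted p = 0.601 for both). The cause was not tested. The share of genes in which wt lay nearer the knockdown mean was 14.3% with a pseudocount of 1 and 12.9% with all 3 knockdown libraries.

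The scr and knockdown libraries share no replicate number, and whether the 25 or 50 in their labels pairs them is not stated. With 2 libraries per group, changes below 4-fold were often missed in simulated data, where 801 of 2000 changed genes were called, so a gene that was not called is not shown to be unchanged. Depth limits the size of the rises of Rbp2, Pnma5, Tff1, Renbp and Eprn, whose scr libraries had at most 7 counts.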

Differences from the paper's values

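The paper gives 1327 differentially expressed genes, 703 up-regulated and 624 down-regulated, against 346, 208 and 138 here. For the stricter set the paper gives 489, 234 and 255, against 140, 65 and 75 here. Of the alternatives set before the data were examined, 3 came within 1.5 times the paper's 1327, namely all 3 knockdown libraries against 2 scr (1230), 2 scr and wt against all 3 knockdown libraries (1648) and DESeq2 (1798), and these 3 did so for the up- and down-regulated genes as well. They also came within 1.5 times the paper's 489, and for its 234 stricter up-regulated genes all but DESeq2 did. For its 255 stricter down-regulated genes, these 3 and the fit with 25 or 50 as an added term did. The other alternatives set before the data were examined did not close these gaps.

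A search of 63 fits in all, 48 of them chosen after seeing the values, found 15 further fits within 1.5 times the paper's count, with 1167 to 1684 genes. These 15, all chosen after seeing the values, were the likelihood ratio test (1404), the exact test (1350), wt as a group of its own with either of 2 RPKM filters (1227 and 1231), 3 knockdown against 2 scr libraries with voom (1167) or limma (1201), limma with wt as a group of its own (1196), and 8 fits of 3 knockdown libraries against 2 scr and wt. Those 8, also chosen after seeing the values, tested every gene (1467, or 1371 with the robust option), genes with any count (1684, or 1594 robust), genes kept by filterByExpr (1665, or 1662 robust) and genes over a CPM of 1 in any library (1677, or 1675 robust). None of these is known to be the method that the paper used. For the stricter set, the likelihood ratio test, the exact test, wt as a group of its own and both fits of every gene, chosen after seeing the values, came within 1.5 times the paper's 489, 234 and 255, and 2 scr and wt against the sh1 and sh2 libraries, also chosen after seeing the values, did so for its 234 up-regulated genes.

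The -log10 FDR of genes labelled in Fig. S2A was lower here. Read by eye in Fig. S2A, it is about 4.1 for Lrp1, about 3.5 for Lpl, about 3.3 for Stra6, about 3.2 for Midn, about 3.1 for Acsl1, about 2.7 for Aldh1a1 and about 1.8 for Rbp2 and for Ttr. The values here were 1.70 for Lrp1, 1.37 for Lpl, 1.61 for Stra6, 1.42 for Midn, 1.59 for Acsl1, 1.39 for Aldh1a1, 1.15 for Rbp2 and 1.53 for Ttr, the last within 1.5 times the paper's. Of the alternatives set before the data were examined, 2 scr and wt against all 3 knockdown libraries brought each within 1.5 times the paper's, and for Aldh1a1 so did all 3 knockdown libraries against 2 scr. For Rbp2, 6 did, namely those 2, filterByExpr, limma with pseudocounts of 0.1 and 1, and the fit with 25 or 50 as an added term. Of all 63 fits, the robust fit of every gene in 3 knockdown libraries against 2 scr and wt, chosen after seeing the values, came closest to these readings, with a largest gap of 0.0918, and the robust fit of genes with any count, also chosen after seeing the values, had a largest gap of 0.214. Of the other fits chosen after seeing the values whose single genes were compared, every gene tested without the robust option came within 1.5 times for each of these genes but Ttr (3.06), 2 scr and wt against the sh1 and sh2 libraries for Acsl1, Rbp2 and Stra6, and wt as a group of its own for Aldh1a1 and Rbp2.

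The paper lists Rbp2 as differentially expressed, and it was not called here (FDR 0.0705, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 6 alternatives set before the data were examined, which were all 3 knockdown libraries against 2 scr, 2 scr and wt against all 3 knockdown libraries, DESeq2, limma with either pseudocount and the fit with 25 or 50 as an added term. It was also called in 26 of the 48 fits chosen after seeing the values. These were the likelihood ratio test, the exact test, limma on the sh1 and sh2 libraries with the RPKM filter over all 6 libraries, limma in 4 groups of the 6 libraries, 2 scr and wt against the sh1 and sh2 libraries with either filter, 3 knockdown against 2 scr libraries with DESeq2, voom or limma, wt as a group of its own with either filter or with limma, the 8 fits of 3 knockdown libraries against 2 scr and wt named above, and the 6 linear models without variance moderation of the same 6 libraries with a pseudocount of 1, all chosen after seeing the values. Of the paper's 489 stricter genes, 122 were called here, 392 with all 3 knockdown libraries and 489 with wt added to the controls.

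The paper's RT-qPCR values for sh1 are from another assay than the RPKM values of the sh1 library against the scr mean given here. The paper's change is -60% for Aldh1a1, -96% for Ttr, -90% for Lpl, -87% for Lrp1 and -70% for Acsl1, and the RPKM changes were -75.3%, -99.3%, -86.9%, -81.9% and -78.2%. The paper's fold is 1.6 for Stra6, against 3.71 here. The bar of Stra6 in Fig. 1D stands at about 2.6, read by eye, within 1.5 times the value here, and 1.6 can be read as its increase over control, so that this gap is not settled. Midn in sh1 stands at about 0.15 of scr control in Fig. 1A, read by eye, against 0.396 here. With wt added to the scr mean, the alternative set before the data were examined that applies to these values, none of these gaps closed. Against each scr library by itself, a comparison chosen after seeing the values, the change of Lpl was -80.8% (scr 25-2) and -90.0% (scr 50-1), so that the paper's -90% for Lpl lies within the spread of the scr libraries. For Aldh1a1, Ttr, Lrp1, Acsl1 and Stra6, the value in the paper's text lay outside both.

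The paper places Aldh1a1 among the most down-regulated and Stra6 among the most up-regulated genes. Here Aldh1a1 ranked 25 of 75 and Stra6 33 of 65 in the stricter set. The paper's stricter lists are longer, with 255 down-regulated and 234 up-regulated genes, so these ranks are not directly comparable with its statement. Ranks within the paper's lists were not taken here.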

Other observations

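The tests on the paper's list of genes, on the origin of the clones and on windows in genes of low and high expression were chosen only after the results were seen. Of the tests in this part, the others were written before the data were examined.

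Log2 fold changes shifted together along chromosomes. Medians of 250 windows of 10 Mb had a spread (SD) of 0.315, against at most 0.140 in 1000 permutations of gene positions. The lowest medians were on chromosome 16 (-1.24 from 70 to 80 Mb) and the highest on chromosome 4 (1.11 from 90 to 100 Mb). The window medians of genes with low and with high mean RPKM were correlated (Spearman's rho 0.6481 over 239 windows, at most 0.207 in permutations), which is consistent with differences in copy number between the clones. After the window medians were taken out, 95.09% of the 346 genes stayed past the fold change threshold. Shifts of whole windows thus do not account for most calls. With a spread of 0.315, the medians could bring few large changes under the threshold, and they do not show gains or losses of smaller regions. Other effects of copy number are therefore left open. DNA of the clones was not analysed here.

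The 3 knockdown libraries lay closer to one another than any other 3 of the 6 libraries (1 of 20 groups of 3). The spread (SD, log2) of chromosome medians was at most 0.1257 in a pair of knockdown libraries and between 0.156 and 0.261 in pairs of the scr and wt libraries. A common origin of the knockdown clones, apart from the knockdown itself, may have contributed to the calls. The knockdown would also bring its libraries together in the genes that depend on midnolin, and these libraries do not separate it from such an origin.

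With 2 scr and wt against all 3 knockdown libraries, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls (1648), and the other 9 gave 0. With 10 splits, a share under 0.05 cannot be reached.

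Every gene of the paper's stricter list (489 of 489) was called by 2 scr and wt against all 3 knockdown libraries, and 392 by all 3 knockdown libraries against 2 scr. Table S1 lists 28 genes at or under an RPKM of 1 in all 4 libraries that it shows, which a filter on those 4 libraries would have removed. With knockdown 50-5 added 8 of these remain at or under 1, with wt added 20, and over all 6 libraries 0. A hypothesis is that all 6 libraries may have entered the paper's calls. It was formed on the same tables, after many fits, and the paper does not describe it.

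Of the gene lists, hepatocyte secretory and identity genes had a median log2 fold change of -0.46 (15 of 22 lower, adjusted p = 0.4568 from limma's camera), cell cycle genes 0.093 (12 of 30 lower, adjusted p = 0.4568) and immediate early genes 0.050 (10 of 20 lower, adjusted p = 0.5511). A fall of hepatocyte genes with Ttr, of cell cycle genes with the slower growth in Fig. 1A and a change of immediate early genes could not be decided for these lists, because their members moved both ways. The hepatocyte genes moved far, with quartiles of -3.37 and 0.459. Alb had an RPKM of 1877 and 2804 in the scr libraries, against 62.7 in the sh1 and 336 in the sh2 library. It was not called (FDR 0.107, edgeR quasi-likelihood test). The 2 called genes of this list, Apob and Serpina1b, rose. Interferon response genes had a median of -0.83 (13 of 17 lower, adjusted p = 0.1169), the opposite direction of an interferon response to the shRNA. This was the only one of these 4 lists under an unadjusted p of 0.05, the threshold set beforehand, and it was not under it with fry or an estimated correlation. Because none of the 4 held after adjustment over the 7 lists, all 4 questions are left open.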
